A study of Homo sapiens with 12 samples.

How the data were processed

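Gene expression was measured by bulk RNA sequencing of HEK293 cells in 12 libraries, 3 biological replicates in each of 4 groups: DMSO, SnxB (Senexin B), TNF (TNFα) and TNF_SnxB (Senexin B, then TNFα). Per the labels, total RNA was taken with an RNeasy kit and libraries were made with an Illumina TruSeq RNA kit. The authors deposited raw counts per gene symbol, 1 column per sample, with no normalization, and the values are whole numbers. Per the labels, the processing by the authors used the genome build hg38 (GRCh38), STAR 2.4, SAMtools 1.2 and featureCounts of Subread 1.4.6. The annotation, the strand setting, the read length and the settings of these tools are not given in the sources used here.

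The table holds 56634 gene symbols, of which 25096 had no count in any library. Library totals ran from 8705277 to 50943310 counts, and 3 counts, taken as the detection floor, corresponded to 0.0595 to 0.342 CPM. Genes were filtered with filterByExpr of edgeR, which left 14822, and the genes left out held at most 0.181% of the counts of a library. Counts were scaled by TMM and fitted with the edgeR quasi-likelihood model (group means, all 12 libraries), and contrasts were tested with its F test, two-sided. P values were adjusted over all tested genes by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Reported log2 fold changes come from this fit, and CPM values are means and SD over the 3 libraries of a group. A fold against a group at 0 counts was taken as a lower bound against a floor of 3 counts over that group. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9.

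The contrasts were TNF against DMSO, SnxB against DMSO, TNF_SnxB against TNF, TNF_SnxB against SnxB, the interaction (TNFα effect with minus without Senexin B), the TNFα effect averaged over Senexin B, and the Senexin B effect averaged over TNFα. The interaction was also adjusted within the genes called for the average TNFα effect, and the median interaction over the genes raised by TNFα on average was taken as a measure of retained induction.

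The 21 gene lists were NF-kB regulators, cytokines and chemokines, other TNF target genes, immediate-early genes, Mediator kinase module, Mediator core, Wnt, Notch, TGF-beta and BMP, hypoxia, p53, and interferon and STAT target genes, sterol and fatty acid synthesis, ATF4 and unfolded protein response, heat shock and oxidative stress, aryl hydrocarbon receptor targets, cell cycle, mitochondrially encoded genes, histones, leukocyte markers, and endothelial and fibroblast markers. They were tested with camera of limma at an inter-gene correlation of 0.01, and again with an estimated correlation. For each list, p values were also adjusted over the list alone.

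The lists, the contrasts, the tests and the rule for naming genes were fixed before the data were examined. For TNF against DMSO, SnxB against DMSO, TNF_SnxB against TNF and the interaction, the rule named the 8 largest rises and 8 largest falls among called genes with a mean of at least 1 CPM in the higher group, with pairwise contrasts limited to genes whose groups did not overlap. It also named up to 4 members of each list with the smallest adjusted p, and CDK8, CDK19, CCNC, MED12 and MED13 everywhere. A gene named for 1 contrast may be given in others.

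Alternatives fixed at the same time were size factors by median of ratios, DESeq2 in place of edgeR, no low-count filter, only the groups compared, the replicate number as a block, a fold of at least 1.5, and leaving out each library of the groups compared. Alternatives added after the data were seen were a correction for transcript GC content and length (offsets per library from a loess fit), leaving out both TNF_SnxB libraries 2 and 3, thinning TNF library 2 to the median total of the other 11, and leaving out each library of the groups not compared. GC content, length, exons and gene positions came from GENCODE release 29 (GRCh38), matched by symbol for 13435 of the 14822 tested genes (90.6%), and genes without a match were tested uncorrected.

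The tests were checked on simulated data. In each comparison 200 genes were changed, by 1.5-fold or 2-fold. The comparisons were TNF against DMSO, SnxB against DMSO, TNF_SnxB against TNF and the interaction. Of the genes changed 1.5-fold 85%, 77%, 84% and 70% were called, and of those changed 2-fold 98%, 95%, 94% and 87%. Among unchanged genes there were 7, 6, 12 and 4 calls. A GC trend planted in 2 TNF_SnxB libraries gave 579 calls in TNF_SnxB against TNF before the correction and 0 after it by the same edgeR test. The data themselves gave 4029 calls there. The planted trend gave 0 interaction calls before the correction, so for the interaction the correction was not tested. No library was left out of the reported values.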

Results

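RNA was sequenced in bulk from HEK293 cells, a human embryonic kidney line, in 4 treatment groups of 3 biological replicates each. Cells of the DMSO group received 0.1% DMSO and cells of the SnxB group 1 µM Senexin B, an inhibitor of the Mediator kinases CDK8 and CDK19, for 3 h. Cells of the TNF group received DMSO for 1 h and then 10 ng/mL TNFα, a cytokine that activates NF-kB, for 2 h, and cells of the TNF_SnxB group Senexin B for 1 h and then TNFα for 2 h. The DMSO libraries held 11654512, 9967328 and 11714431 counts, the SnxB libraries 8705277, 10465100 and 9362666, the TNF libraries 9150380, 50943310 and 11497049, and the TNF_SnxB libraries 9121184, 12441702 and 13818638. TNF library 2 was 4.87 times as deep as the median of the other 11. A total of 3 counts, taken as the detection floor, corresponds to 0.0595 to 0.342 CPM (counts scaled to library size) in a library, and such floors cover counting error only. Of 56634 genes, 14822 were tested, and the biological coefficient of variation was 3.49%.

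Replicates of a group differed little, with a chi-square per degree of freedom of 1.067 to 1.598 between libraries of the same group, except in TNF_SnxB. There, library 1 differed from library 2 by 5.816 and from library 3 by 5.535, while libraries 2 and 3 differed by 1.211. The deviation of TNF_SnxB libraries 2 and 3 from the mean of each gene fell with transcript GC content (Spearman -0.683 and -0.682). These correlations run across genes, which are not independent replicates. The values in the other 10 libraries ran from -0.117 to 0.448, with 0.134 in TNF_SnxB library 1. The TNF libraries had the highest, 0.392, 0.448 and 0.382. In the highest decile of GC content their median deviations were 0.10, 0.07 and 0.09, against 0.02 in TNF_SnxB library 1. Comparisons of TNF_SnxB library 1 alone with TNF thus still carry a GC difference, and so may the interaction with that library alone.

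**Figure D1:**
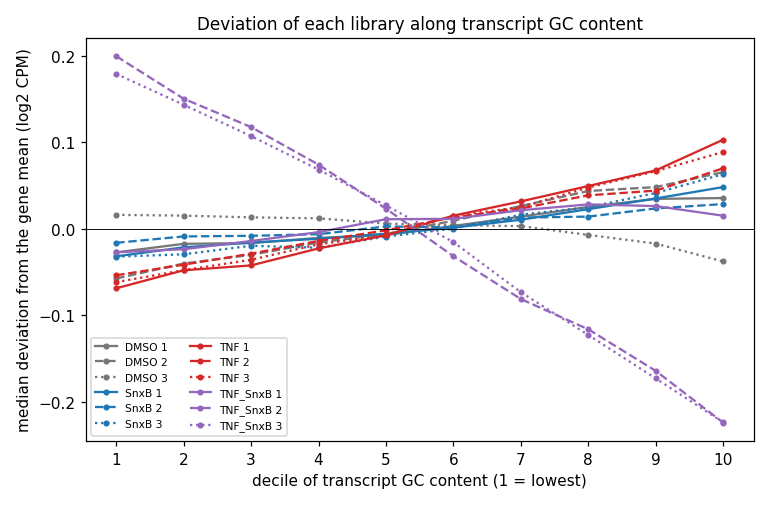
Median deviation of each of the 12 libraries from the gene means (log2 CPM, y axis) in deciles of transcript GC content (x axis, 1 the lowest), with color for the group and line style for the replicate. TNF_SnxB libraries 2 and 3 run from 0.20 and 0.18 in the lowest decile to -0.22 in the highest, against -0.03 and 0.02 in TNF_SnxB library 1.

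The comparison of TNF with DMSO asks which transcripts TNFα changed in 2 h without the inhibitor. NFKBIA, which encodes the NF-kB inhibitor IκBα, rose from 27.3 ± 1.94 to 271 ± 1.68 CPM (SD, n = 3 each), 9.93-fold. TNFAIP3, which encodes the NF-kB feedback regulator A20, rose from 3.70 ± 0.522 to 42.5 ± 1.63 CPM, and RELB, an NF-kB subunit, from 4.31 ± 1.18 to 49.8 ± 1.61 CPM. The neutrophil chemokines CXCL1 and CXCL8 rose 53-fold and 34.2-fold from levels near the floor, to 14.9 ± 0.283 and 4.35 ± 0.815 CPM. The chemokines CXCL10 and CCL20 had 0 counts in DMSO and 178 and 135 in TNF, at least 27.7-fold and 21-fold higher against a floor of 3 counts over the DMSO group. IER3, an early response gene, rose 13.0-fold to 138 ± 3.46 CPM. Falls were smaller: the pro-apoptotic gene BMF fell by 0.77 (SE 0.104) on the log2 scale, DBP by 0.69 (SE 0.127) and RGS2, a regulator of G protein signaling, by 0.65 (SE 0.105). The low-count genes GAB3, DLX3, SOSTDC1, C15orf65 and CXXC4 fell by 1.57, 1.27, 1.06, 0.98 and 0.74.

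In all, 212 genes were higher and 88 lower in TNF than in DMSO (edgeR, adjusted p under 0.05). Over all tested genes the 3 libraries of each group did not overlap in 20.2%, against a chance share of 10%. The count of 300 was 177 without TNF library 2, 874 without TNF_SnxB library 1, 858 (521 higher, 337 lower) without TNF_SnxB libraries 2 and 3, which share in the estimate of the spread. It was 569 after a correction for GC content and length. The log2 fold change rose with transcript GC content (Spearman 0.275 across genes). The adjusted p of CXCL1 was 1.05e-17 and that of NFKBIA 2.28e-26, and those of GAB3 and SOSTDC1, 0.011 and 0.0265, rose as high as 0.316 and 0.448 over the alternatives, with DLX3, C15orf65 and CXXC4 also losing the call under at least 1. Of the list members named below, CTGF, BNIP3, HEY1, FAS, INSIG1, ID4 and H1F0 lost it as well, with a highest adjusted p of 0.707, 0.319, 0.311, 0.304, 0.267, 0.176 and 0.156, each without 1 library of TNF or DMSO.

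By list, 13 of 17 tested NF-kB regulators rose (14 adjusted over the list alone; camera adjusted p = 6.55e-37), among them NFKB2 by 1.81 (SE 0.0633) on the log2 scale. Of the cytokines and chemokines, 10 of 13 rose (10 adjusted over the list alone; 1.2e-28), including CSF1, the macrophage growth factor, by 0.99 (SE 0.0916) and CXCL3 by 4.07 (SE 0.257). Of the other TNF target genes, 15 of 26 rose (19; 4.12e-34), with SDC4, a cell surface proteoglycan, at 146 ± 3.86 against 24.8 ± 0.629 CPM, CD83 up 5.23-fold and EFNA1 up 3.07-fold. Among immediate-early genes 8 of 30 rose and CTGF fell (15 and 1 adjusted over the list alone; 6.36e-12), with JUNB up 5.36-fold, JUN 1.45-fold, ATF3 1.51-fold and JUND 1.52-fold. The interferon response genes IRF1 and DDX58 rose by 1.52 and 0.60, 2 of 12 members of their list (4 and 1 adjusted over the list alone), whose median was -0.01 and mean 0.23 (camera adjusted p = 0.0288, and 0.0703 with an estimated correlation). The p53 target genes BBC3, BTG2 and FAS, 3 of 13 (3 adjusted over the list alone; 0.12), rose by 0.54, 0.37 and 0.33.

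Lower members stood in other lists. ID2, ID4 and CTGF, 3 of 12 TGF-beta and BMP target genes, fell by 0.38, 0.19 and 0.38 (7 adjusted over the list alone; camera adjusted p = 5.08e-06). DDIT4 and BNIP3, 2 of 15 hypoxia target genes, fell by 0.54 and 0.27 (6; 8.55e-06), and the sterol synthesis genes IDI1 and INSIG1, 2 of 17, fell by 0.21 and 0.14 (6; 0.0669). Of the Notch target genes NRARP rose by 0.55 and HEY1 fell by 0.26 (2 of 7 members higher and 1 lower adjusted over the list alone; 0.823). H1F0, a linker histone made outside S phase as well, fell by 0.18, as 1 of 7 members of the histone list (1 adjusted over the list alone; 0.0235, and adjusted p = 0.0703 with an estimated correlation). The aryl hydrocarbon receptor targets had 0 of 5 called (1 lower adjusted over the list alone; 0.0416, and adjusted p = 0.0942 with an estimated correlation), with 1 at an unadjusted p under 0.05 in edgeR, and DESeq2 called 0. After the GC and length correction edgeR called 1 member lower. It was TIPARP, at -0.17 (adjusted p = 0.0137) after the correction and -0.19 (adjusted p = 0.0799) before. edgeR called 0 of 7 Mediator kinase module genes, 0 of 26 core Mediator genes, 0 of 13 Wnt target genes, 0 of 13 ATF4 and unfolded protein response genes, 0 of 12 heat shock and oxidative stress genes, 0 of 15 cell cycle genes and 0 of 2 endothelial and fibroblast markers. These had 0, 1, 1, 1, 2, 0 and 0 members at an unadjusted p under 0.05, 0 adjusted over the list alone and 0 called by DESeq2. For the heat shock and cell cycle lists the 0 did not hold without TNF_SnxB libraries 2 and 3. There HSPA1A, HSP90AA1, GCLM, MCM2 and TOP2A were called at 0.08, -0.07, -0.16, 0.08 and -0.07. With all 12 libraries they were at 0.08, -0.07, -0.17, 0.08 and -0.07.

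**Figure D2:**
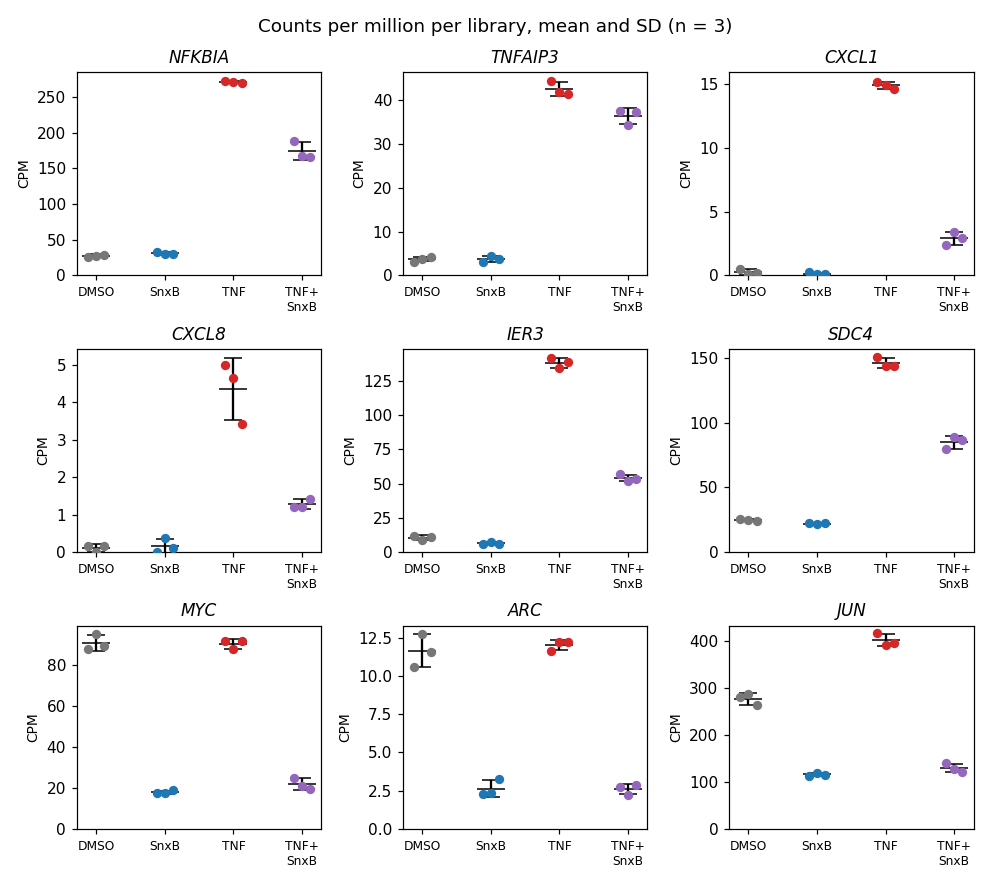
CPM (y axis, from 0) of 9 named genes in the 4 groups (x axis), with a point per library and the mean and SD of n = 3 libraries. NFKBIA means are 27.3 CPM in DMSO, 30.8 in SnxB, 271 in TNF and 174 in TNF_SnxB, while MYC means are 91.1, 18, 90.5 and 21.9.

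The comparison of SnxB with DMSO asks what the kinase inhibitor changed in 3 h in cells without TNFα. MYC, a growth-promoting transcription factor, fell from 91.1 ± 4.00 to 18 ± 0.789 CPM (SD, n = 3 each), and its log2 value fell by 2.33 (SE 0.073). ARC, an activity-regulated immediate-early gene, fell from 11.6 ± 1.08 to 2.64 ± 0.554 CPM, and JUN, an AP-1 subunit, from 276 ± 12.2 to 116 ± 3.58 CPM. The chemokine receptor gene CXCR4 fell by 1.71 (SE 0.164), C10orf10 by 2.05 (SE 0.234), SHISA2 by 1.45 (SE 0.291) and ADAMTS1, a secreted protease, by 1.43 (SE 0.0472). The HSP70 genes HSPA1A and HSPA1B, whose near-identical sequences leave the split of reads between them uncertain, fell by 1.49 and 1.46. Rises were smaller: PSRC1 rose by 0.41 (SE 0.0668), FLRT3 by 0.56, ZNF517 by 0.69, ZNF606 by 0.45, and the genes AC144652.1, AC006128.2 and CTD-2201E18.3 by 0.86, 0.63 and 0.55.

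Of the tested genes, 51 were higher and 250 lower in SnxB than in DMSO (edgeR, adjusted p under 0.05). Over all tested genes the groups did not overlap in 20.4%, against a chance share of 10%. The adjusted p was 4.29e-20 for MYC and 7.2e-18 for JUN. The count of 301 was 864 (240 higher, 624 lower) without TNF_SnxB libraries 2 and 3, and 691 after the correction for GC content and length. It was 879 without TNF_SnxB library 1, 185 and 199 without DMSO library 1 or 3, and 179, 172 and 175 without SnxB library 1, 2 or 3. ZNF517, AC006128.2, FLRT3, CTD-2201E18.3, ZNF606 and SHISA2 lost the call under at least 1 alternative. So did the list members FDFT1, CCNB1, SKI, ATF5, SLC2A1, TGIF1, CDC20, BBC3, HSP90AA1 and LDHA, with a highest adjusted p of 0.362, 0.293, 0.287, 0.205, 0.172, 0.159, 0.134, 0.0927, 0.0898 and 0.064.

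Of the immediate-early genes, 12 of 30 fell and 0 rose (17 lower adjusted over the list alone; camera adjusted p = 7.36e-19), and ATF3 fell by 0.70 (SE 0.0754). HES1, NRARP and HEY1, 3 of 7 Notch target genes (3 adjusted over the list alone; 0.000164), fell by 0.60, 0.64 and 0.48. ID4, ID2, CTGF, TGIF1 and SKI, 5 of 12 TGF-beta and BMP target genes (7 lower and 1 higher adjusted over the list alone; 8.82e-07), fell by 0.89, 0.65, 0.69, 0.37 and 0.15. NDRG1, DDIT4, HK2, LDHA and SLC2A1, 5 of 15 hypoxia target genes (7 lower and 1 higher; 2.36e-07), fell by 1.10, 0.73, 0.42, 0.17 and 0.22. HSPA1A, HSPA1B, HSPA8 and HSP90AA1, which encode chaperones, were the 4 of 12 heat shock and oxidative stress genes that fell (5 lower and 1 higher adjusted over the list alone; 8.82e-07), and H1F0, HIST2H2BE and HIST1H2AC the 3 of 7 of the histone list (5; 2.52e-07). INSIG1, HMGCS1, IDI1, SQLE and FDFT1 of the 17 sterol synthesis genes fell by 0.79, 0.66, 0.59, 0.37 and 0.18. The members of this list went both ways. Its median was 0.01 and its mean -0.09, and its camera adjusted p of 0.0304 became an adjusted p of 0.0663 with an estimated correlation. SLC2A1 and FDFT1 fall outside the naming rule and are named after their values were seen.

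Of the cell cycle genes, AURKA, CDC20 and CCNB1, which act in mitosis, rose by 0.32, 0.17 and 0.13, 3 of 15 (7 higher and 2 lower adjusted over the list alone; camera adjusted p = 0.0174, and 0.0532 with an estimated correlation). MYC, CCND1 and LGR5, 3 of 13 Wnt target genes (3 lower and 1 higher; 0.0577), fell by 2.33, 0.48 and 0.34, in a list with a median of 0.02 and a mean of -0.22. Of the p53 target genes BTG2 and BBC3 fell by 0.45 and 0.46 (2 of 13, and 3 adjusted over the list alone; 0.187), of the ATF4 and unfolded protein response genes ATF5 by 0.29 (1 of 13, and 2; 0.309), and of the other TNF target genes IER3 and GADD45B by 0.69 each (2 of 26, and 2; 0.237). edgeR called 0 of 17 NF-kB regulators, 0 of 13 cytokines and chemokines, 0 of 7 Mediator kinase module genes, 0 of 26 core Mediator genes, 0 of 12 interferon and STAT target genes, 0 of 5 aryl hydrocarbon receptor targets and 0 of 2 endothelial and fibroblast markers. At an unadjusted p under 0.05 these had 1, 0, 2, 3, 2, 1 and 0 members, DESeq2 called 0 in each, and adjusted over the list alone 1 Mediator kinase module gene and 1 interferon and STAT target gene were higher and 0 in the others. After the GC and length correction edgeR called 1 Mediator kinase module gene and 1 interferon and STAT target gene higher, and 0 in the others. The module gene was MED13, at 0.145 (adjusted p = 0.00286) after the correction and 0.154 (SE 0.0458, adjusted p = 0.0833) before. The aryl hydrocarbon receptor target CYP1B1 was at -0.337 (edgeR, adjusted p = 0.0501) after the correction. Its adjusted p was as low as 0.0214 over the alternatives. Of the 13 cytokines and chemokines 11 had no adjusted p in DESeq2, which leaves out genes of low mean count. NFKBIA was at 30.8 ± 1.56 CPM in SnxB (log2 fold change 0.17, SE 0.0782, adjusted p = 0.363).

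The comparison of TNF_SnxB with TNF asks what the inhibitor changed in cells that also received TNFα. CXCL1 was 2.93 ± 0.508 CPM with the inhibitor and 14.9 ± 0.283 without (SD, n = 3 each), and its log2 value fell by 2.32 (SE 0.133). CXCL8 fell from 4.35 ± 0.815 to 1.28 ± 0.132 CPM, IER3 from 138 ± 3.46 to 54.2 ± 2.44 CPM, SDC4 from 146 ± 3.86 to 84.9 ± 4.88 CPM and NFKBIA from 271 ± 1.68 to 174 ± 12.5 CPM. MYC fell by 2.06 (SE 0.0656), ARC fell by 2.21 (SE 0.135) and JUN fell by 1.63 (SE 0.0456). RELB and TNFAIP3 changed less, and fell by 0.26 (SE 0.0738) and 0.22 (SE 0.0632), neither called with TNF_SnxB library 1 alone (adjusted p = 0.95 and 0.413) nor RELB after the correction for GC content and length (0.984). CCL20, G0S2 and NMUR2, all at most 1.95 CPM in TNF, fell by 1.75, 2.30 and 1.56. The largest rises were in low-count genes, with SPRY4, an inhibitor of growth factor signaling, higher by 1.3 (SE 0.249), TAS2R14 by 0.97, ARHGEF35 by 0.90, FILIP1L by 0.87, RP11-544I20.2 by 0.85, RP3-523K23.2 by 0.78, SYT14 by 0.77 and FAM26E by 0.77.

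In this comparison 1974 genes were higher and 2055 lower (edgeR, adjusted p under 0.05). Over all tested genes the groups did not overlap in 32.1%, against a chance share of 10%. The log2 fold change fell with transcript GC content (Spearman -0.706 across genes, which are not independent replicates). The count of 4029 was 1731 (653 higher, 1078 lower; 1106 genes shared) after a correction for GC content and length and 403 (111 higher, 292 lower; 332 shared) without TNF_SnxB libraries 2 and 3. Without TNF_SnxB library 1, 2 or 3 or TNF library 2 it was 6769, 2018, 1869 or 2493. The adjusted p was 1.41e-13 for CXCL1 (3.76e-58 to 4.04e-09 over the alternatives) and 1.74e-11 for NFKBIA (8.3e-42 to 5.67e-07). With TNF_SnxB library 1 alone TAS2R14, ARHGEF35, FILIP1L, RP11-544I20.2, RP3-523K23.2 and FAM26E lost the call at log2 fold changes of 1.27, 0.78, 0.75, 0.75, 0.59 and 0.74. G0S2, CCL20, NMUR2 and CXCL3 lost it at -1.93, -1.12, -1.68 and -0.59, and REL, RELB and TNFAIP3 at 0.13, -0.02 and -0.17.

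**Figure D3:**
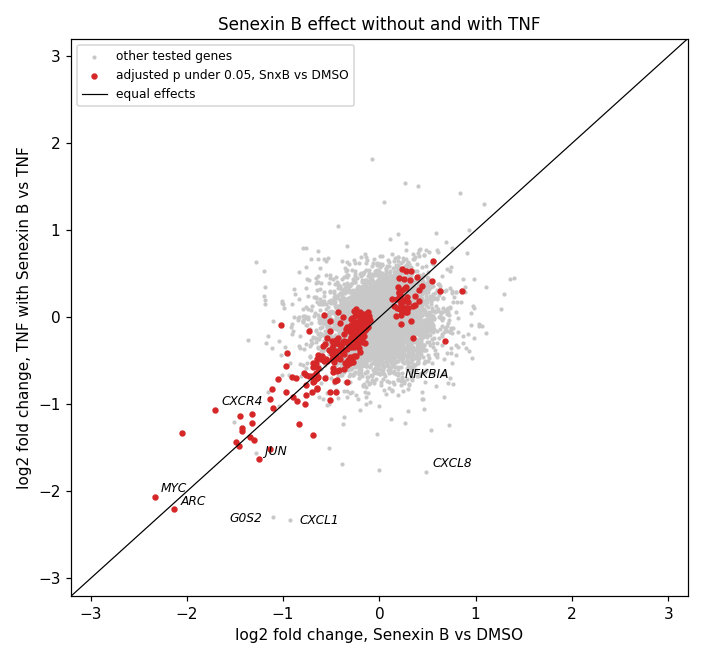
Log2 fold change of TNF_SnxB against TNF (y axis) over that of SnxB against DMSO (x axis) for the 14822 tested genes, with the 301 called in SnxB against DMSO in red and a line of equal effects. Of the 250 genes lower in SnxB, 227 lie below 0 on the y axis, with MYC at -2.33 and -2.06.

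Of the cytokines and chemokines, 7 of 13 fell and 0 rose with the inhibitor in the presence of TNFα (8 lower adjusted over the list alone; camera adjusted p = 0.000482), and CXCL3 fell by 0.77 (SE 0.148). With TNF_SnxB library 1 alone CXCL1, CXCL8 and CXCL10 were lower. DESeq2 gave 12 of the 13 no adjusted p. Of the NF-kB regulators 7 of 17 fell and BIRC2 and REL rose (10 lower and 2 higher adjusted over the list alone; 0.0926), with NFKBIA and NFKBIZ lower and BIRC2 higher in library 1 alone. NFKBIZ fell by 0.57 (SE 0.11), and BIRC2, a ubiquitin ligase of TNF receptor signaling, rose by 0.38 (SE 0.0552). Of the other TNF target genes 8 of 26 fell and FAS, TNFAIP8 and KLF6 rose (9 and 4 adjusted over the list alone; 0.0326, and adjusted p = 0.0636 with an estimated correlation). CD83 and GADD45B fell by 0.40 and 0.68, and they, IER3 and SDC4 were lower in library 1 alone. Of the immediate-early genes 17 of 30 fell and MCL1 rose (21 and 1; 1.11e-12), JUND fell by 0.95 (SE 0.0645), and 13 were lower and 0 higher with library 1 alone.

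HES1, HES4, HEY1, NRARP and NOTCH3, 5 of 7 Notch target genes, fell (5 adjusted over the list alone; 7.34e-05), with HES1, HEY1 and NRARP lower in library 1 alone. Of the TGF-beta and BMP target genes 7 of 12 fell and SKIL rose (9 and 1 adjusted over the list alone; 3.03e-06), and ID4 and ID3 fell by 0.91 and 0.45, with ID2, ID3, ID4, SKI and CTGF lower in library 1 alone. MYC, CCND1, LGR5 and ZNRF3, 4 of 13 Wnt target genes, fell and RNF43 rose (4 and 1; 0.00328), and the same 4 were lower in library 1 alone. Of the heat shock and oxidative stress genes 6 of 12 fell and GCLM rose (6 and 1; 0.000253), and HSPA1A, HSPA1B and HSPA8 fell by 1.43, 1.48 and 0.35, with these 3 and HSP90AA1 lower in library 1 alone. Of the hypoxia target genes 7 of 15 fell and BNIP3 and BNIP3L rose (7 and 2; 0.0408, and adjusted p = 0.0836 with an estimated correlation), and NDRG1 fell by 1.05, with NDRG1, DDIT4 and HK2 lower and BNIP3 higher in library 1 alone. H1F0, HIST2H2BE, HIST1H2AC and HIST1H2BK, 4 of 7 of the histone list, fell (4; 0.0152, and adjusted p = 0.058 with an estimated correlation), with H1F0 and HIST1H2AC lower in library 1 alone. Of sterol synthesis 7 of 17 fell (8 adjusted over the list alone; 0.0926) and SC5D and STARD4 were among the members that rose, with HMGCS1, INSIG1, IDI1, SQLE and FASN lower in library 1 alone. Of the cell cycle genes MCM2, MCM5, CCNE1 and E2F1 fell and 6 of 15 rose (4 and 6; 0.157), of which CCNB1, TOP2A, AURKA and BUB1 were called in library 1 alone, and none of the 4 that fell. Of 13 p53 target genes CDKN1A, BBC3, BTG2 and FDXR fell and FAS, MDM2, SESN2 and RRM2B rose (5 and 6; 0.974), with BBC3 and BTG2 lower and SESN2 higher in library 1 alone. Of 12 interferon and STAT target genes IRF7 and DDX58 fell (2; 0.974), neither called in library 1 alone (-0.28 and -0.50, adjusted p = 0.545 and 0.0503), and after the GC and length correction they were at -0.19 and -0.46 (0.32 and 0.00022). Of 13 ATF4 and unfolded protein response genes ATF5 and PHGDH fell and SESN2 and DNAJB9 rose (2 and 2; 0.974), with ATF5 and SESN2 called in library 1 alone. FAS, TNFAIP8, KLF6, MCL1, SKIL, RNF43, GCLM, BNIP3L, MDM2, RRM2B, DNAJB9, SC5D and STARD4 were not called with library 1 alone. Of the aryl hydrocarbon receptor targets edgeR called 0 of 5 and of the endothelial and fibroblast markers 0 of 2 (2 and 0 at an unadjusted p under 0.05, 0 adjusted over the list alone, 0 by DESeq2). After the GC and length correction edgeR called 1 of the 5 lower, CYP1B1, at -0.289 (adjusted p = 0.0283). SKIL, BNIP3L, STARD4, RRM2B, MCL1, TNFAIP8 and KLF6 fall outside the naming rule and are named after their values were seen.

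The Mediator kinase module contains the targets of the inhibitor. CDK8 (chromosome 13, 26254104 to 26405238, plus strand, GRCh38) was at 39.0 ± 1.39 CPM in DMSO, 38.1 ± 1.55 in SnxB, 38.0 ± 2.26 in TNF and 39.9 ± 3.70 in TNF_SnxB, and CDK19 (chromosome 6, 110609978 to 110815958, minus strand) at 27.6 ± 1.31, 27.2 ± 1.59, 29.3 ± 1.14 and 32.9 ± 3.94 CPM (SD, n = 3 each). In TNF_SnxB against TNF, CDK19, CCNC, MED13 and MED13L, 4 of 7 module genes, were higher by 0.19, 0.22, 0.27 and 0.26 (5 adjusted over the list alone; camera adjusted p = 0.0326, and 0.199 with an estimated correlation). With TNF_SnxB library 1 alone 0 of the 7 were called by edgeR, with CDK19, CCNC, MED13 and MED13L at -0.04, -0.01, 0.15 (adjusted p = 0.0551) and 0.20 (0.0699). MED13 and MED13L were called after the GC and length correction, at 0.09 and 0.14 (adjusted p = 0.0311 and 0.0163). MED12 was at -0.06 (SE 0.0481) and CDK8 at 0.07 (SE 0.0642). In TNF_SnxB against SnxB, CDK19, CCNC and MED13 were higher by 0.28, 0.21 and 0.15 (3 adjusted over the list alone; 0.0798), and all 3 lost the call both after the GC and length correction and with library 1 alone. Of the core Mediator genes 6 of 26 were higher and MED16, MED24 and MED25 lower in TNF_SnxB than in TNF (7 and 4 adjusted over the list alone; 0.309), and edgeR called 0 with library 1 alone.

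The comparison of TNF_SnxB with SnxB asks which transcripts TNFα changed in the presence of the inhibitor. NFKBIA (chromosome 14, 35401511 to 35404749, minus strand) rose 5.63-fold, TNFAIP3 (chromosome 6, 137867188 to 137883312, plus strand) 9.58-fold, RELB 7.49-fold, IER3 (chromosome 6, 30743199 to 30744554, minus strand) 8.23-fold, SDC4 3.85-fold, and CXCL1 (chromosome 4, 73869393 to 73871242, plus strand) 20.1-fold. TIFA, an adaptor of TRAF6 signaling, rose 3.63-fold, from 22.4 ± 1.60 to 81.2 ± 3.00 CPM (SD, n = 3 each). CXCL10 and CCL20 had 0 counts in SnxB and 44 and 20 in TNF_SnxB, at least 11.8-fold and 5.38-fold higher against a floor of 3 counts over the SnxB group. Of the NF-kB regulators 12 of 17 rose and TNIP2 and TRAF1 fell (12 and 2 adjusted over the list alone; camera adjusted p = 3.9e-15), and of the cytokines and chemokines 10 of 13 rose (10; 4.03e-10). Of the other TNF target genes 17 of 26 rose and BCL2L1 fell (17 and 1; 1.43e-15), and of the immediate-early genes 8 of 30 rose and CTGF fell (9 and 1; 0.00375). Of the TGF-beta and BMP target genes 8 of 12 fell (9 adjusted over the list alone; 3.91e-06). With TNF_SnxB library 1 alone the members higher numbered 12, 8, 14 and 8 in the first 4 lists, with TNIP2, TRAF1, BCL2L1 and CTGF no longer called, and the TGF-beta and BMP target genes ID2, ID3 and ID4 were lower.

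In all, 1094 genes were higher and 1012 lower in TNF_SnxB than in SnxB (edgeR, adjusted p under 0.05). Over all tested genes the groups did not overlap in 22.7%, against a chance share of 10%. The log2 fold change fell with transcript GC content (Spearman -0.635 across genes), and the count of 2106 was 731 (429 higher, 302 lower) after the GC and length correction, 219 (177 higher, 42 lower; 175 shared) without TNF_SnxB libraries 2 and 3. It was 5391, 570 or 512 without TNF_SnxB library 1, 2 or 3, and 913, 1008 or 755 without SnxB library 1, 2 or 3. Of the 212 genes higher in TNF than in DMSO, 158 were also called higher here, against 15.6 for independent draws, and 200 had the same sign.

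**Figure D4:**
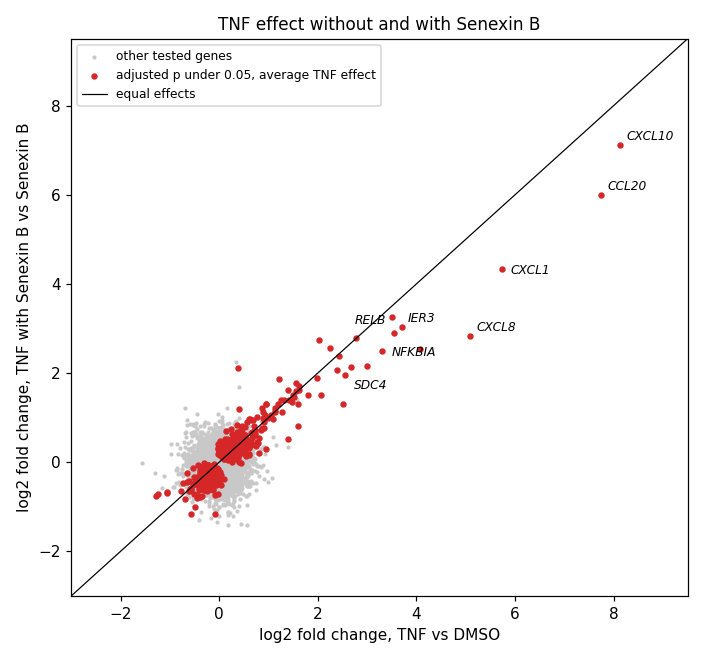
Log2 fold change of TNF_SnxB against SnxB (y axis) over that of TNF against DMSO (x axis) for the 14822 tested genes, with the 784 called for the average TNFα effect in red and a line of equal effects. NFKBIA lies at 3.31 and 2.49, and the places of CXCL10 and CCL20, which had 0 counts without TNFα, depend on the prior count of the fit.

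Whether the TNFα effect differed with the inhibitor was tested as an interaction. NFKBIA rose less with the inhibitor, with a difference of the TNFα effects of -0.82 (SE 0.0907, adjusted p = 1.28e-05), and SDC4 (chromosome 20, 45325288 to 45348424, minus strand) did too, with -0.61 (SE 0.0906, adjusted p = 0.00128). TIFA (chromosome 4, 112274542 to 112285903, minus strand) rose more, with 0.65 (SE 0.0947, adjusted p = 0.00128). These 3 were called under every alternative run, with adjusted p up to 0.000428, 0.0174 and 0.0203. IER3 at -0.66 (SE 0.148, adjusted p = 0.0282) and JUN at -0.38 (SE 0.0662, adjusted p = 0.0141) were called as well, with adjusted p up to 0.136 and 0.075 over the alternatives. The differences of CXCL1 and CXCL8 were -1.40 (SE 0.903, adjusted p = 0.378) and -2.26 (SE 1.04, adjusted p = 0.184), with counts near the floor in DMSO and SnxB. RELB and TNFAIP3 were at -0.64 (adjusted p = 0.0811) and -0.25 (adjusted p = 0.448), and MYC at 0.27 (SE 0.105, adjusted p = 0.117). As a list, the cytokines and chemokines had a camera adjusted p of 0.000843, and an adjusted p of 0.125 with an estimated correlation. edgeR called 0 of its 13 members (3 at an unadjusted p under 0.05, 2 lower adjusted over the list alone), and DESeq2 gave none of them an adjusted p. Every other list tested had a camera adjusted p of 0.131 or more.

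The interaction was positive in 132 genes and negative in 238 (edgeR, adjusted p under 0.05). It fell with transcript GC content (Spearman -0.68 across genes), and the count was 44 (13 positive, 31 negative; 21 shared) after the GC and length correction and 19 (12 positive, 7 negative; 7 shared) without TNF_SnxB libraries 2 and 3. Leaving out TNF_SnxB library 1 gave 4534, leaving out DMSO library 2 gave 336, and leaving out any other single library gave 3 to 16.

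Averaged over both inhibitor states, TNFα raised 464 genes and lowered 320, and the inhibitor, averaged over both TNFα states, raised 1072 and lowered 1238 (edgeR, adjusted p under 0.05). Without TNF_SnxB library 1 these 784 and 2310 calls became 3438 and 4987, and the inhibitor count was 1494 without TNF_SnxB library 3 and 1185 without TNF_SnxB libraries 2 and 3. Among the 784 genes with an average TNFα effect, the effect was smaller with the inhibitor in 21 and larger in 117 (interaction, adjusted p under 0.05 within these genes), against 12 and 25 after the GC and length correction and 12 and 22 without TNF_SnxB libraries 2 and 3. This count of 138 was 2387 without TNF_SnxB library 1 and lower without every other single library. It was 46, 70 and 46 without DMSO library 1, 2 or 3, 78, 48 and 40 for SnxB, 50, 25 and 51 for TNF, and 38 and 41 without TNF_SnxB library 2 or 3. Over the 464 raised genes the median difference of the TNFα effects was 0.10 (SD over choices of 1 library per group 0.0414), and 30.4% were below 0. After the correction the median was 0.03, without TNF_SnxB libraries 2 and 3 it was 0.04, and without TNF_SnxB library 1 it was 0.21. Of the 47 genes raised at least 2-fold, 20 were lower and 2 higher in TNF_SnxB than in TNF, against 12 and 10 of 54 without TNF_SnxB libraries 2 and 3. By the interaction 7 of the 47 had a smaller and 2 a larger TNFα effect, against 4 and 8 of the 54, and without single libraries 3 to 11 and 1 to 3.

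As checks of cell identity, 0 of 8 leukocyte markers passed the low-count filter, and 2 of 10 endothelial and fibroblast markers did, COL1A1 at 14.6 ± 0.772 CPM and COL3A1 at 1.57 ± 0.645 CPM in DMSO (SD, n = 3), neither called in the comparisons of TNF with DMSO, SnxB with DMSO or TNF_SnxB with TNF. The 13 mitochondrial genes of that list were listed at 0 in every library, so they could not be tested.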

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

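The splits of the samples were chosen only after the result was seen. So were the tests that weigh explanations for the number of genes changed by Senexin B and for the smaller TNFα rise. The interaction tests and leaving out single libraries of the groups compared were fixed before. Leaving out libraries of groups not compared was added after the data were seen, and the ratios below without single libraries rest in part on such fits.

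For 28 of the named genes the TNFα effect with Senexin B differed from that without it by the interaction test of edgeR (adjusted p under 0.05). The difference, on the log2 scale, was positive in 12: C15orf65 1.4, TIFA 0.6514, SLC7A11 0.6024, FRMD4B 0.5199, C4orf32 0.4731, RND3 0.4724, ARL6 0.4651, MITD1 0.465, BIRC2 0.3687, BNIP3 0.4179, LDHA 0.192 and IDI1 0.2626. It was negative in 16: RP11-44M6.7 -1.068, HMX3 -0.9722, ZNF517 -0.9547, RP11-419I17.1 -0.8999, C19orf81 -0.8736, NFKBIA -0.8176, ENDOG -0.7663, C4orf48 -0.7442, SDC4 -0.6095, IER3 -0.6594, JUN -0.378, JUND -0.4391, HES4 -0.5647, ID3 -0.311, FDXR -0.3231 and FASN -0.334. After the correction for GC content and length 6 of the 28 were called (BNIP3, C4orf32, JUN, NFKBIA, SDC4 and TIFA), and with TNF_SnxB library 1 alone 6 (FASN, JUN, LDHA, NFKBIA, SDC4 and TIFA). The lost calls did not all go with smaller differences. After the correction RP11-44M6.7, RP11-419I17.1 and C15orf65 stayed at -1.069, -0.9 and 1.279 (interaction, adjusted p = 0.107, 0.136 and 0.143). JUND, HES4 and FASN moved to -0.06164, -0.0908 and -0.06084. Of the 370 genes called for the interaction, 358 kept their sign after the correction and 370 with TNF_SnxB library 1 alone. Both fits reuse libraries by which the genes were chosen, so the kept signs are not an independent test. As a list, the cytokines and chemokines differed with an adjusted p of 0.000843 (camera), and 0.125 with an estimated correlation.

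Senexin B changed 13.4 times as many genes with TNFα (4029) as without (301), 5.95 times without TNF_SnxB library 2 or 3, 7.7 times without library 1, 0.466 times without both 2 and 3, 20.3 to 21.6 times without DMSO library 1 or any SnxB library, and 3.29 times with only the groups compared. After the correction for GC content and length the ratio was 2.51, which argues against that trend as the whole cause. TNF_SnxB library 2 or 3 alone gave 5180 or 5252 genes against 403 with library 1 alone, at least 12.9 times as many, which is consistent with a difference between these libraries as a source of the larger count. A wider action of Senexin B in TNFα-treated cells in all 3 cultures stays open: with TNF_SnxB library 1 and a single SnxB library in the same fit, the counts were 356, 356 and 357 with TNFα against 249, 317 and 336 without, a median ratio of 1.12 (1.06 to 1.43) that rests on 1 TNF_SnxB library. In all these fits a lone library is assumed to vary like the groups that keep 3. They also keep TNF library 2 with its 50943310 counts, so the depth of the TNF group was not weighed in them. With all TNF_SnxB and SnxB libraries the ratio was 12.4 with TNF library 2 thinned and 10.1 without it.

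In 18 of the 464 genes raised by TNFα on average, the rise was smaller with Senexin B, and in 59 larger (adjusted p under 0.05 within the genes with an average TNFα effect), and the 18 had a median difference of -0.449 (median SE 0.116). Called anew over all raised genes, 8 rose less and 14 more after the GC and length correction, and 8 and 10 without TNF library 2. At the threshold of 0.05, 1.85 and 1.25 of the interaction calls in these fits may be false, with no allowance for bias between libraries. For the GC and length trend, the count argues against it acting alone as the whole cause of smaller rises. Without TNF library 2 the groups are unequal, so the choice of raised genes is not independent of the interaction. That count therefore does not weigh the depth of the library. Of the 18 themselves 7 were called in each of these fits, with medians of -0.332 (median SE 0.0957) and -0.459 (0.131). Without TNF library 2 the calls thus ended with fewer libraries and no smaller median. With TNF_SnxB library 1 alone the median was -0.349 (0.123). It rests on 1 library and does not weigh the difference between the TNF_SnxB libraries. After the correction NFKB2, JUND, BBC3, SCARF2 and TFE3 were at -0.107 or nearer 0 and BCR and PIM3 turned positive (0.0166 and 0.0729), so for these 7 that trend stays open, while CXCL3, CALCB, TNC and RELB lost the call at -1.52, -0.615, -0.306 and -0.358 (before, -1.53, -0.655, -0.396 and -0.64). The 7 still called after the correction were JUN, NFKBIZ, IER3, DDX58, NFKBIA, CCL2 and SDC4. Without TNF library 2, DDX58 and CCL2 lost the call at -0.355 and -1.28 (interaction, adjusted p = 0.187 and 0.0752), and JUND and PIM3 were called. With TNF_SnxB library 1 alone the 7 ran from -0.97 (CCL2) to -0.271 (JUN). In that fit NFKBIZ and CCL2 lost the call at -0.69 and -0.97 (before, -0.619 and -1.2). For the 7 named, an action of the Mediator kinases in the TNFα response may be a candidate explanation. It is a hypothesis found and tested on the same data, and weaker for DDX58, CCL2 and NFKBIZ, which each lost the call in at least 1 of these fits.

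For the pairwise comparisons the 6 libraries make 10 splits, too few for a share under 0.05. The real splits gave 300, 301, 4029 and 2106 genes (TNF against DMSO, SnxB against DMSO, TNF_SnxB against TNF, TNF_SnxB against SnxB), and the highest of the others 0, 0, 0 and 267, each real split being the 1 with as many. The split with 267 set TNF_SnxB libraries 2 and 3 with SnxB library 2 apart from the rest. Chance can be excluded for the average Senexin B effect (1 of 100 splits, real 2310, highest other 1652) and the average TNFα effect (1 of 100, 784 and 370). For the interaction among genes with an average TNFα effect the share was 4 of 100 (138 and 321), which does not settle the question. The other splits with at least 138 genes gave 161, 178 and 321, and each carried more of the Senexin B effect than of the interaction. The splits also treat all libraries alike, while TNF_SnxB libraries 2 and 3 stood apart. The count of 138 was 37 after the GC and length correction. Chance cannot be excluded for the interaction over all genes, where 7 of 100 splits gave at least 370, with a highest other of 2310. That split points to a structure of the samples, since its interaction term is the Senexin B effect, and of the 6 other splits with at least 370, this one included, 5 carried at least as much of the Senexin B effect as of the interaction.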

How the results depend on the processing

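The GC and length correction, leaving out TNF_SnxB libraries 2 and 3, thinning TNF library 2 and leaving out libraries of groups not compared were chosen after the data were seen. Counts are in the order TNF against DMSO, SnxB against DMSO, TNF_SnxB against TNF, TNF_SnxB against SnxB and interaction, against 300, 301, 4029, 2106 and 370. After the GC and length correction they were 569, 691, 1731, 731 and 44, and without TNF_SnxB libraries 2 and 3 they were 858, 864, 403, 219 and 19. With only the groups compared the first 4 were 776, 742, 2442 and 504, and at a fold of at least 1.5 all 5 were 97, 60, 193, 163 and 24, as a threshold on the fold can only lower them. Leaving out single libraries gave 177 to 874, 172 to 879, 1869 to 6769, 512 to 5391 and 3 to 4534, with the highest count each time without TNF_SnxB library 1 and the lowest without TNF library 2, SnxB library 2, TNF_SnxB library 3, TNF_SnxB library 3 and, for the interaction, without DMSO library 3 among others. Without a low-count filter the interaction count was 711. With the replicate block the counts were 291, 306, 4163, 2203 and 736, and the replicate numbers did not pair the samples, since 0 of 18 pairs with the same number correlated above 0.1 in their residuals (-0.0402 to 0.0941). For the average TNFα effect (784) DESeq2 gave 517, a fold of at least 1.5 gave 98, and single libraries gave 526 to 3438. For the average Senexin B effect (2310) leaving out TNF_SnxB libraries 2 and 3 gave 1185, a fold of at least 1.5 gave 97, and single libraries gave 1494 to 4987. For the interaction among genes with an average TNFα effect (138) DESeq2 gave 50, no filter 246, the correction 37, leaving out both libraries 34, thinning 88, a fold of at least 1.5 gave 13, and single libraries gave 25 to 2387. The median difference over the raised genes (0.0956) was 0.03339 after the correction, 0.04063 without both libraries and 0.0562 to 0.2057 without single ones. The interaction called 1 list, 3 after the correction and 1 to 2 without single libraries. Without TNF_SnxB libraries 2 and 3 the changes of CCNC, CDK19 and MED4 in TNF_SnxB against TNF turned to -0.01124, -0.03619 and -0.03074, with adjusted p of 0.97, 0.933 and 0.926. Apart from fewer libraries or genes, the cause was not tested. DESeq2 gives no adjusted p to genes of low mean count, so it had no value for 12 of 13 cytokines and chemokines in TNF_SnxB against TNF.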

Other observations

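The tests of gene span were chosen before the result was seen.

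The genes that fell with Senexin B alone were short. The median gene span of the 243 with a known position, of 250, was 14440 bp, against 31960 bp in random lists matched for expression (95% range 26530 to 38070), a percentile of 0, and their median number of exons was 5 against 9. After the correction for GC content and length the median was 18360 bp against 32050 bp, again a percentile of 0. This cannot weigh that trend of the libraries, since all 301 calls of SnxB against DMSO were kept after the correction. The log2 fold change of that comparison hardly followed transcript GC content or length (Spearman 0.0549 and 0.0886 across genes). Short spans were not specific to these genes, since the genes raised by TNFα had a median of 21950 bp (percentile 0.01), those lowered by it 23250 bp (1.34) and those higher with Senexin B 22460 bp (2.05), with 6, 5 and 10 exons against 8, 8 and 9, so that fewer exons did not hold for the last. That genes responding within hours tend to be short may account for the pattern, as a hypothesis found on these data. It was not tested, since all cells were taken after 3 h.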
